# Prolonged systemic hyperglycemia does not cause pericyte loss and permeability at the mouse blood-brain barrier

**DOI:** 10.1038/s41598-018-35576-0

**Published:** 2018-11-29

**Authors:** Maarja Andaloussi Mäe, Tian Li, Giacomo Bertuzzi, Elisabeth Raschperger, Michael Vanlandewijck, Liqun He, Khayrun Nahar, Annika Dalheim, Jennifer J. Hofmann, Bàrbara Laviña, Annika Keller, Christer Betsholtz, Guillem Genové

## Abstract

Diabetes mellitus is associated with cognitive impairment and various central nervous system pathologies such as stroke, vascular dementia, or Alzheimer’s disease. The exact pathophysiology of these conditions is poorly understood. Recent reports suggest that hyperglycemia causes cerebral microcirculation pathology and blood-brain barrier (BBB) dysfunction and leakage. The majority of these reports, however, are based on methods including *in vitro* BBB modeling or streptozotocin-induced diabetes in rodents, opening questions regarding the translation of the *in vitro* findings to the *in vivo* situation, and possible direct effects of streptozotocin on the brain vasculature. Here we used a genetic mouse model of hyperglycemia (*Ins2*^*AKITA*^) to address whether prolonged systemic hyperglycemia induces BBB dysfunction and leakage. We applied a variety of methodologies to carefully evaluate BBB function and cellular integrity *in vivo*, including the quantification and visualization of specific tracers and evaluation of transcriptional and morphological changes in the BBB and its supporting cellular components. These experiments did neither reveal altered BBB permeability nor morphological changes of the brain vasculature in hyperglycemic mice. We conclude that prolonged hyperglycemia does not lead to BBB dysfunction, and thus the cognitive impairment observed in diabetes may have other causes.

## Introduction

Chronic hyperglycemia constitutes the major systemic risk factor for microvascular complications in diabetes mellitus (DM), such as retinopathy^1^ and nephropathy^2^. Recent evidence also links hyperglycemia with cognitive deficits, as well as with central nervous system (CNS) pathologies including vascular dementia, stroke, and Alzheimer’s disease^3,4^. The underlying causes of hyperglycemia-induced CNS complications are poorly understood and likely multifactorial. It has been suggested that blood-brain barrier (BBB) damage may play a role^5^, a hypothesis supported by data from *in vitro* models of the BBB, as well as animal studies (reviewed in Prasad *et al*.^6^). However, modeling the full complexity of the BBB *in vitro* is currently not possible, weakening any extrapolation of the results to the *in vivo* situation. Also the animal studies, which were based on hyperglycemia induced by the beta cell toxin streptozotocin^7,8^, have caveats. Firstly, streptozotocin may not be entirely selective in its toxic activity; its effect could be broader^9^ and even directly target the brain vasculature. Secondly, hyperglycemia elicited by streptozotocin and similar drugs shows extensive inter-individual variability and depends on administration method, dosage, genetic background and other factors^10^. Finally, visualization and quantification of BBB permeability is still challenging, and different protocols may lead to different results. Therefore, whether hyperglycemia causes BBB dysfunction remains an open question.

The usage of genetic models of DM, such as the *Ins2*^*AKITA*^ mouse, constitutes a novel approach for studying hyperglycemia complications *in vivo*. The *Ins2*^*AKITA*^ mouse has a point mutation in the *Ins2* gene resulting in a conformational change in the protein that leads to its accumulation in pancreatic beta cells causing cell death^11^. This toxicity is completely specific to the *Ins2*-expressing beta cells, thus mimicking human type 1 DM. Heterozygous male *Ins2*^*AKITA*^ mice display a non-obese phenotype and develop consistent hyperglycemia, hypoinsulinemia, polydipsia, and polyuria around the age of 4 weeks^11^. Thus, the *Ins2*^*AKITA*^ mouse constitutes a clear advance over chemically-induced DM, as the primary insult is beta cell-specific. Additionally, this mouse model is stable and reproducible and hence allows longitudinal studies of hyperglycemia complications.

In our study, we sought to determine whether prolonged hyperglycemia causes BBB dysfunction and leakage in the mouse brain by using several state-of-the-art methodologies to characterize BBB dysfunction. We conducted our studies in *Ins2*^*AKITA*^ heterozygous males and littermate wild-type controls. The *Ins2*^*AKITA*^ mice yielded consistent, prolonged hyperglycemia throughout the study. BBB leakage was studied in long-term hyperglycemic animals by injecting different exogenous tracers intravenously^12^. BBB integrity was studied by quantifying and visualizing these injected tracers in the CNS^12,13^. Complementarily, we analyzed whether hyperglycemia leads to transcriptional or morphological changes in the mouse brain microvasculature. In sum, these methods failed to demonstrate increased BBB permeability in *Ins2*^*AKITA*^ mice.

Collectively, our results – along with the study by Corem and Ben-Zvi (submitted) - lead us to conclude that persistent systemic hyperglycemia *per se* does not cause BBB permeability in the mouse brain. In the light of novel studies in human DM patients showing an association with BBB leakage and dementia^14^, our study suggests that factors other than hyperglycemia contribute to BBB dysfunction.

## Material and Methods

### Animals

Male heterozygous *Ins2*^*AKITA*^ mice^11^ (referred here as *Ins2*^*AKITA*^) and littermate wild-type controls (referred here as WT) were used for this study. Mice were purchased from Jackson Labs (Bar Harbor, ME) on a C57Bl/6-J background and bred in house at the Scheele Animal House, Karolinska Institute. Animals were housed in Allentown XJ type II long cages (Allentown, NJ), with 12/12 h light-dark cycle and access to water and standard chow *ad libitum*. Cage bedding was changed 2–3 times per week due to polyuria. Glycemia (Bayer Contour, Solna, Sweden; range 0.6–33.3 mmol/l) and body weight were monitored weekly from 6 weeks of age. Mice were sacrificed between 26 to 38 weeks of age, and samples collected. All animals were sacrificed between 10–11 AM. The procedures were carried out in accordance with institutional and national Swedish policies following approval from the Animal Ethical Board of Northern Stockholm.

### Immunohistochemistry

Mice were perfused transcardially under full anesthesia (hypnorm-midazolam cocktail) with Hank’s Buffered Salt Solution (HBSS, cat. #14025092, Life Technologies, Sweden) followed by 4% paraformaldehyde (PFA) in Phosphate Buffered Saline (PBS). Tissues were removed and postfixed in 4% PFA in PBS for 4 h at 4 °C. Fifty μm brain sagittal vibratome sections were incubated in blocking/permeabilization solution (1% bovine serum albumin (BSA), 0.5% TritonX-100 (Sigma-Aldrich, St. Louis, MO) in PBS overnight at 4 °C, followed by incubation in primary antibody solution for 48 h at 4 °C, and subsequently in secondary antibody solution, overnight at 4 °C. Sections were mounted in Prolong Gold anti-fade reagent with DAPI (cat. #P36930, Thermo Fischer Scientific, Sweden). Primary antibodies used: goat anti-mouse PECAM1 (cat. #AF3628, R&D Systems, Abingdon, UK), rat anti-mouse Laminin α-2 chain (LAMA2) (cat. #Ab11576, Abcam, Cambridge, UK), rat anti-mouse ANPEP (cat. #MCA2183EL, AbD Serotec); rabbit anti-mouse Collagen IV (cat. #2150–1470, Bio-Rad Antibodies, Oxford, UK); rabbit anti-GLUT1 (cat. #07–1401, Millipore, Billerica, MA); rat anti-mouse PDGFR-β (cat. #14–1402, Thermo Fischer Scientific), rabbit anti-Vitronectin (VTN) (cat. #GWB-794F8F, Genway Biotech, San Diego, CA), rabbit anti-Desmin (DES) (cat. #Ab15200-1, Abcam), rat anti-GFAP (cat. #13-0300, Thermo Fischer Scientific), rabbit anti-AIF1 (cat. #019-19741, Wako, Neuss, Germany). Secondary antibodies for multiple labelling (donkey anti-rat, donkey anti-rabbit, donkey anti-goat) conjugated with the appropriate fluorescent dyes were from Thermo Fischer Scientific or Jackson ImmunoResearch (West Grove, PA). As a negative control the sections were incubated with secondary antibodies only. Image processing was done using Volocity 64 (Improvision, Coventry, UK), Fiji, Adobe Photoshop CS6, and Adobe Illustrator CS6 (Adobe Systems, San José, CA). All immunohistochemistry images were taken with Leica TCS SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany) and presented as maximum intensity reconstructions of confocal z-stacks.

### Quantification of pericyte coverage

Pericyte coverage was quantified as previously reported^15^. Briefly, 3D confocal images were projected with maximum intensity projection from 10 μm thick z-stacks, contrast enhanced, de-speckled, smoothened, and a threshold was set to generate a binary image. These images were then subjected to ‘dilate’ and ‘close’ commands prior to running the AnalyzeSkeleton plug-in in Fiji (https://fiji.sc/). Total skeletal length was calculated for both PECAM1 stained images (all vessels) and ANPEP stained images (pericyte-covered vessels), and the ratio of the vessel lengths was used as a measurement of coverage. One to three fields per mouse were acquired with 20× objective from cerebral cortex of seven WT and six *Ins2*^*AKITA*^ mice. All image processing was done automatically with a custom macro designed in Fiji.

### Quantification of microglia processes

Three fields per mouse were acquired with 40× objective from cerebral cortex of six WT and seven *Ins2*^*AKITA*^ mice. Ten μm thick confocal stacks of AIF1 stained brain sections were analyzed with Imaris ×64 8.3.1 software (Bitplane, Belfast, UK). Microglia filament length in μm was measured in 3D-mode by filament module.

### Intravenous injection and detection of leakage tracers

To address BBB permeability, we injected intravenously either Evans Blue dye (EB, 2% in PBS, Sigma Aldrich, Saint Louis, MO) or lysine-fixable cadaverine conjugated to Alexa Fluor 488 or 555 (1 KDa, 5 mg/ml in 0.9% NaCl, Invitrogen). Circulation time was overnight for EB and 2 h for cadaverine. As a positive control for EB leakage we used *pdgfb*^*ret/ret*^ mice^12^. Animals were subsequently perfused transcardially with PBS for 5′ and brains removed. Successful cadaverine injections were verified by examining kidneys of injected animals under a fluorescence stereomicroscope (Leica Microsystems). Quantification of extravasated EB or cadaverine in the brain parenchyma was performed as published^12,16^.

### Microvasculature isolation for quantitative PCR and RNA sequencing

Purification of microvasculature was performed as described^17^ with modifications. Briefly, after collagenase A treatment, brain tissue was first gently pressed through a 100 μm and then through a 40 μm cell strainer. The tissue homogenate was incubated with rat anti-PECAM1 antibody-coated magnetic beads (Dynabeads, Invitrogen, cat. #11035) at 4 °C for 1 h. Microvascular fragments adherent to magnetic beads were washed 6 times with HBSS containing 1% BSA followed by 2 times with HBSS alone. Microvasculature fragments were lysed in 350 μl RLT buffer (Qiagen, Hilden, Germany).

### Quantitative PCR

Total RNA was isolated from whole cerebral cortex or purified brain microvasculature using RNeasy Mini kit (Qiagen). RNA was DNase-treated (Invitrogen) and samples were cleaned using RNeasy Mini-elute Cleanup Kit (Qiagen). cDNA was synthesized from 1 ug of total RNA using Superscript III (Invitrogen) and mRNA expression quantified by Taqman assays (Applied Biosystems) for mouse *Pdgfrb* (*Mm00435546_m1_FAM*), *Rgs5 (Mm00654112_m1)*, *Gfap (Mm01253033_FAM)* and mouse *Gapdh* (*Mm99999915_g1_FAM*) in the purified brain microvasculature samples and for mouse *Gfap (Mm01253033_FAM)* and mouse *Hprt (Mm03024075_m1_FAM)* in the cerebral cortex samples. Reference genes *Gapdh* and *Hprt* were used for ΔΔCt calculations. Gene of interest expression was presented as fold change over reference gene.

### RNA sequencing library preparation

RNA integrity and concentration of the isolated brain microvasculature was checked with the Agilent RNA 6000 pico kit and the Agilent 2100 Bioanalyzer (Agilent Biotechnologies, Santa Clara, CA). For conversion of the RNA to a cDNA library for Illumina sequencing, the SMARTer® Stranded Total RNA Sample Prep Kit - Low Input Mammalian kit was used according to the manufacturer’s protocol (Clontech, Mountain View, CA). The total RNA was depleted from rRNA and tRNA’s with the RiboGone- Mammalian kit (Clontech) prior to library construction.

### RNA sequencing data analysis

The RNA-seq libraries were prepared as previously described^18^. The samples were sequenced on an Illumina HiSeq. 2500 sequencer at Science for Life laboratory (SciLife Lab), Uppsala sequencing node. The sequence reads were mapped to the Ensembl mouse gene assembly (version: NCBIM37) using TopHat2 software (version 2.0.4)^19^, and the duplicated reads were filtered using the Picard tool (version 1.92, http://broadinstitute.github.io/picard/). Statistical tests were performed using the Cufflinks tool (version 2.2.1)^20^. Gene expression levels in brain microvasculature between the *Ins2*^*AKITA*^ and WT mice were compared, and the genes with multiple-test corrected *p* < 0.05 were identified as significantly differentially expressed genes. The sequence data is deposited in NCBI GEO, accession number GSE113919.

### Statistical analysis

Data are presented as mean ± SEM. For two group comparisons two-tailed, unpaired student’s *t* test was performed (Prism v5.01, GraphPad, La Jolla, CA). A p-value of ≤0.05 was considered statistically significant.

## Results

### The effect of hyperglycemia on blood-brain barrier permeability

We first checked blood glucose levels in WT and *Ins2*^*AKITA*^ mice. As reported elsewhere^21–23^, *Ins2*^*AKITA*^ animals had elevated glycemia at 6 weeks of age as compared to WT mice (Fig. 1a). By 11 weeks, *Ins2*^*AKITA*^ animals were consistently hyperglycemic (>20 mmol/l), whereas WT mice remained normoglycemic (<10 mmol/l) throughout the experiment (Fig. 1a). Due to hypoinsulinemia, body weight in *Ins2*^*AKITA*^ mice reached a plateau by 7 weeks of age (≈20 g), while WT animals continued to gain weight normally (Fig. 1b).

**Figure 1:**
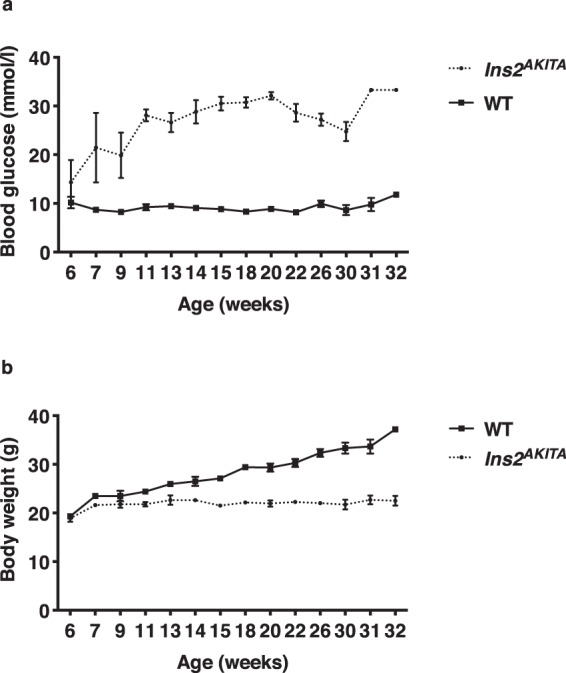
(**a**) Fasting blood glucose levels (mmol/l) and (**b**) body weight (**g**) of male *Ins2*^*AKITA*^ and WT littermate controls. Data is presented as mean ± SEM. n = 2 to 15 mice.

We then sought to address the effect of prolonged hyperglycemia on BBB permeability. We used two well-established methods to quantify vascular permeability in brain tissue^12^. Firstly, we injected the fluorescent tracer cadaverine-Alexa Fluor 488 or 555 (1 kDa) intravenously and perfused the animals after the dye had been circulating for 2 h. We could not detect a significant difference in tracer accumulation in brains between *Ins2*^*AKITA*^ and WT mice, either by microscopical visualization (Fig. 2a,b) or by fluorescence quantification (Fig. 2c). Additional analyses of BBB permeability in older mice (38 weeks of age) also failed to detect increased cadaverine extravasation into the brain of hyperglycemic mice (Fig. 2d). Secondly, we investigated whether larger molecular weight tracer and longer circulation time could reveal a compromised BBB function upon hyperglycemia. Thus, we intravenously injected the azo dye Evans Blue, which binds to albumin in the circulation, and allowed it to circulate overnight. As shown in Fig. 2e, quantification of Evans Blue accumulation in the brain was not significantly different between *Ins2*^*AKITA*^ and WT mice. As a positive control for BBB permeability, we quantified Evan’s blue extravasation in *Pdgfb*^*ret/ret*^ mice, a model of pericyte deficiency that reproducibly shows tracer leakage into the brain^12^ (Fig. 2e). The results obtained by these analyses lead us to conclude that long-term hyperglycemia does not cause any significant vascular leakage in the mouse brain.

**Figure 2:**
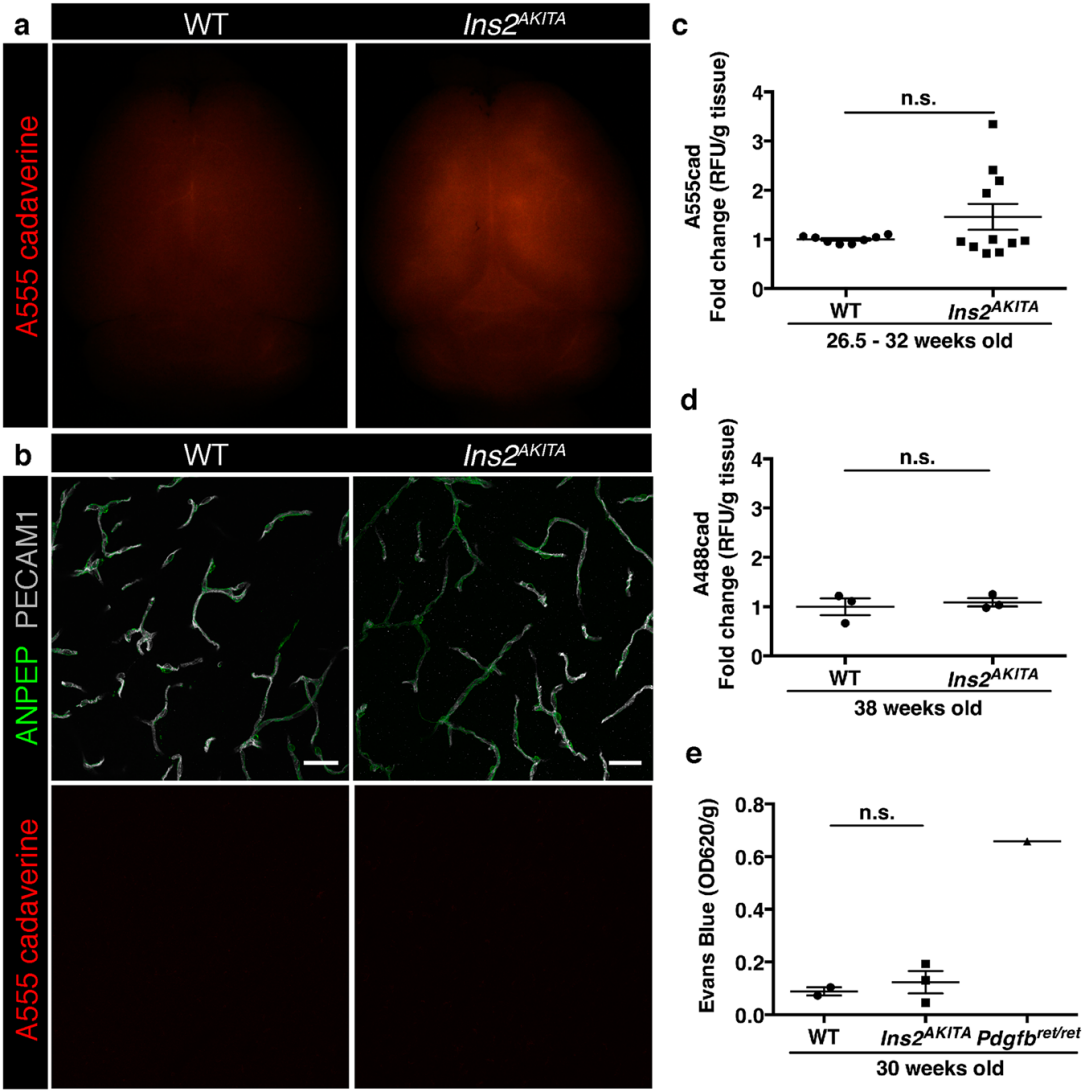
Blood-brain barrier permeability measurements in male *Ins2*^*AKITA*^ and WT littermate controls. (**a**) Representative stereomicroscope fluorescence images of brains showing 1 kDa Alexa Fluor 555 cadaverine permeability in *Ins2*^*AKITA*^ and WT after 2 h of dye circulation (n = 2). (**b**) Representative confocal images of coronal sections of 1 kDa Alexa Fluor 555 cadaverine injected mouse brains. ANPEP positive mural cells, green; PECAM1 positive vasculature, white. No Alexa Fluor 555 cadaverine leakage into brain parenchyma was observed either in *Ins2*^*AKITA*^ or WT mice (n = 2, scale bar 30 μm). (**c**) Quantification of 1 kDa Alexa Fluor 555 cadaverine permeability in 26.5–32 week-old *Ins2*^*AKITA*^ and WT mice after 2 h circulation (n = > 8, 3 independent experiments). y-axis shows the fold change in relative fluorescence units (RFU) per gram of brain tissue in relation to WT. (**d**) Quantification of 1 kDa Alexa Fluor 488 cadaverine permeability in 38 week-old *Ins2*^*AKITA*^ and WT mice after 2 h circulation (n = 3). y-axis shows the fold change in relative fluorescence units (RFU) per gram of brain tissue in relation to WT. (**e**) Evans Blue dye permeability in 30 week-old Ins2^AKITA^ and WT littermate control mice after overnight circulation (n = > 2). y-axis shows optical density (OD) at 620 nm per gram of tissue. *Pdgfb*^*Ret/Ret*^ served as positive control for tracer leakage into the brain parenchyma. n.s., not significant, student’s *t* test. Data is presented as mean ± SEM.

### Study of pericyte coverage of *Ins2*^*AKITA*^ and WT brain capillaries

Pericyte loss is one of the earliest events in diabetic retinopathy^24,25^, therefore we sought to analyze pericyte coverage of brain capillaries in hyperglycemic and WT mice. First, we analyzed pericyte coverage by immunohistochemistry (Fig. 3a,b). We stained endothelial cells by PECAM1 and pericytes by ANPEP and DES. We also analyzed the abundance of pericyte-derived extracellular matrix proteins VTN and LAMA2^12,18^. These immunostainings did not reveal any vascular abnormalities or aberrant pericyte coverage of brain capillaries from both *Ins2*^*AKITA*^ and WT mice (Fig. 3a,b). Furthermore, none of the four pericyte markers analyzed displayed abnormal expression as judged by their pattern of immunoreactivity (Fig. 3a,b). Unexpectedly, pericyte coverage, quantified as the percentage of the PECAM1^+^ endothelium covered by ANPEP^+^ pericytes, was significantly increased in *Ins2*^*AKITA*^ as compared to WT (Fig. 3c).

**Figure 3:**
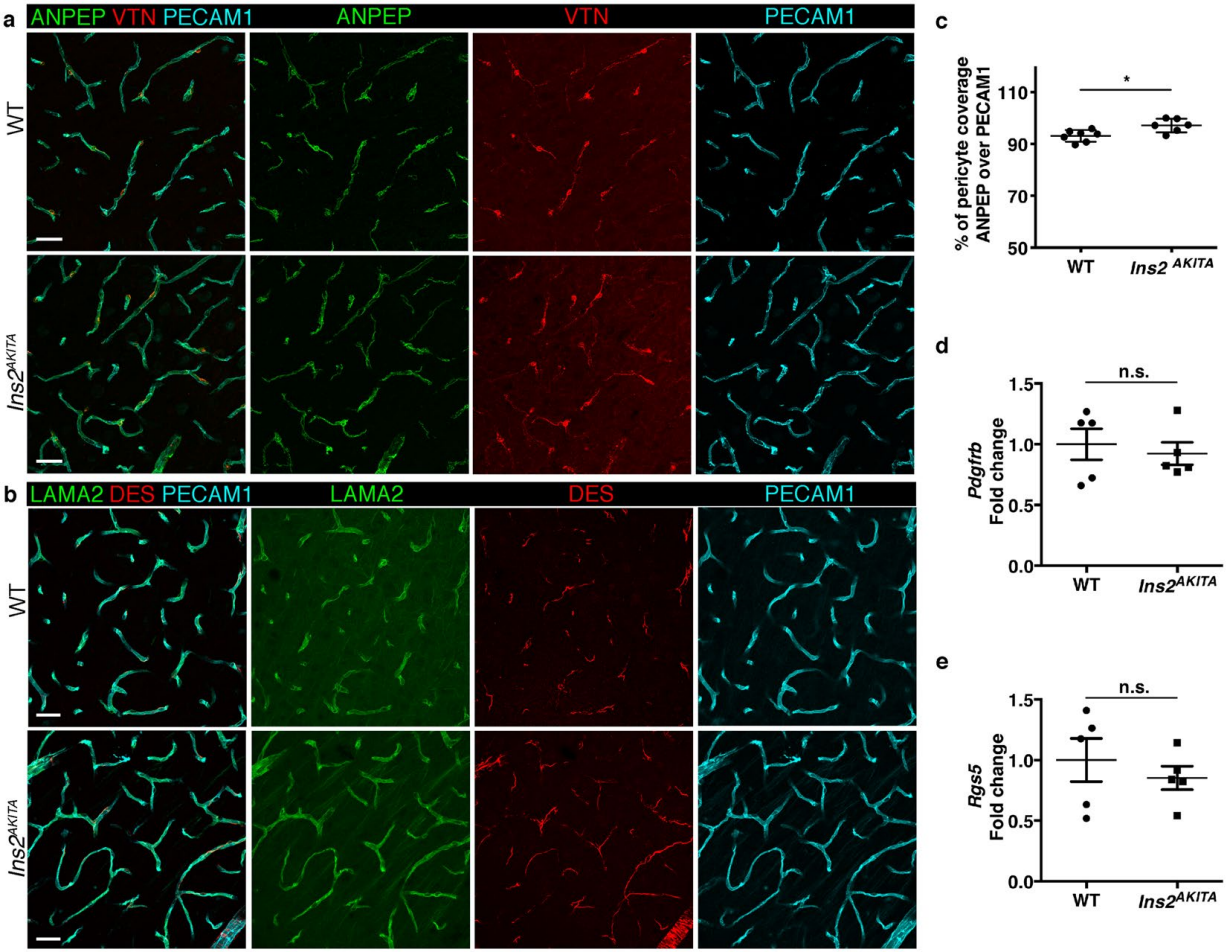
Characterization of pericyte coverage and pericyte-specific gene and protein expression in 26.5–32 week-old *Ins2*^*AKITA*^ and WT littermate controls. (**a,b**) Representative images of pericyte-specific protein expression in WT and *Ins2*^*AKITA*^ mice, (**a**) Aminopeptidase N (ANPEP, green) and Vitronectin (VTN, red); (**b**) Laminin alpha 2 (LAMA2, green) and desmin (DES, red). Endothelium visualized with PECAM1, cyan. n = 2, scale bar 30 μm. (**c**) The skeletal length of PECAM1 positive capillaries and ANPEP positive pericytes in *Ins2*^*AKITA*^ and WT was measured and plotted as the percentage of the pericyte length over vessel length (n = 6, *p = 0.0125, student’s *t* test). (**d,e**) qPCR analysis on isolated brain microvasculature fragments for pericyte-specific gene *Pdgfrb* (d) and *Rgs5* (**e**). WT controls are set as 1 and *Ins2*^*AKITA*^ results are presented as fold change over WT (n = 5). n.s. = not significant, student’s *t* test. Data is presented as mean ± SEM.

We then obtained mRNA from isolated microvascular fragments, containing endothelial cells, pericytes, and astrocyte end-feet^17^. In agreement with our immunohistochemistry results, we did not detect differences in mRNA expression of pericyte-specific genes (*Pdgfrb* and *Rgs5*) by quantitative, real-time PCR (Fig. 3d,e).

Collectively, these results suggest that hyperglycemia does not cause decreases in pericyte coverage or changes in pericyte-specific gene or protein expression in the mouse brain.

### Brain vascular transcriptome analysis

To take a more comprehensive effort in characterizing the brain vasculature upon hyperglycemia, we extracted mRNA from brain microvasculature fragments isolated from *Ins2*^*AKITA*^ and WT mice and analyzed their transcriptome by RNA sequencing (Table 1). 

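RNA sequencing was performed on brain microvascular fragments from 3 WT and 2 *Ins2* AKITA mice, all males between 26 and 38 weeks of age. *Ins2* AKITA mice carry 1 mutated copy of the insulin 2 gene and become hyperglycemic. The fragments had been captured with beads that bind PECAM1 on endothelial cells, so each sample holds endothelial cells together with the pericytes and astrocyte end-feet attached to them. The authors removed ribosomal RNA, mapped the reads to mouse assembly NCBIM37 with TopHat2, removed duplicated reads with Picard and ran their statistical tests with Cufflinks. They deposited 1 FPKM value (fragments per kilobase of exon, scaled to the number of mapped reads) per Ensembl gene identifier and mouse. The number of fragments behind the values is not listed. It was estimated from the low FPKM values of genes with 1 annotated transcript, of which 96.96% to 97.44% per mouse fell on whole multiples of the value of 1 fragment. The estimate was 1176471, 1308901 and 2873563 fragments in WT replicates 1, 2 and 3, and 1118568 and 1295337 in *Ins2* AKITA replicates 1 and 2. Because FPKM divides by gene length, genes of small RNAs reached very high values. Together with ribosomal RNA genes, mitochondrial ones included, they made up 96.7%, 96.6% and 58.0% of the summed FPKM in the WT mice and 89.6% and 40.6% in the *Ins2* AKITA mice. How much of this small RNA share is ribosomal RNA was not examined. Because the share differed between mice, the deposited FPKM values were not rescaled to a common sum. Identifiers that share a gene symbol were summed, and the 16286 symbols with a mean FPKM of at least 1 over the 5 mice were tested on log2(FPKM + 1) with limma and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. With 3 mice against 2, the smallest p that an exact permutation test allows is 0.1.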

Twenty-three genes were significantly changed in *Ins2*^*AKITA*^ as compared to WT. 

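With an adjusted p threshold of 0.05, limma called 0 genes higher and 4 genes lower in *Ins2* AKITA than in WT mice. At an unadjusted p under 0.05 there were 726 of the 16286 genes, 249 higher and 477 lower. The 4 genes were all short, and none is in Table 1. *Snora47* (ENSMUSG00000088108, chromosome 13 of NCBIM37 from 96100555 to 96100692, a small nucleolar RNA gene) had an FPKM of 715 ± 154 (SD, n = 3) in WT and 0 in both *Ins2* AKITA mice. Its log2 fold change was -9.46 (standard error 0.24, adjusted p = 0.00013 from limma). The adjusted p from limma was 0.0081 for *SNORA13* and 0.045 for both *Gm14889* and *Gm17592*. In each WT mouse the FPKM of these genes was at most 3.04 times the lowest nonzero FPKM of genes with the same exon length, the called genes themselves included. Rescaling every mouse to the same FPKM sum (TPM) moved the counts most, to 58 genes higher and 30 lower. This scaling shifted the median log2 fold change of all genes to 1.07.

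Among genes outside Table 1 with both *Ins2* AKITA values above all WT values, the smallest limma p belonged to *AC149222.1*, *Fmn1*, *Gm10754*, *Gm13156* and *Shisa6*. *Fmn1* (ENSMUSG00000044042, chromosome 2 from 113167893 to 113556924) had an FPKM of 34.8, 25.9 and 36.0 in the WT mice and 103 and 107 in the *Ins2* AKITA mice, a log2 fold change of 1.69 (standard error 0.21, adjusted p = 0.36 from limma, exact permutation p = 0.1). *Shisa6* (ENSMUSG00000053930, chromosome 11 from 66025227 to 66339466) had 23.7, 26.6 and 34.6 FPKM in WT and 76.0 and 97.9 in *Ins2* AKITA mice, a log2 fold change of 1.59 (standard error 0.24, adjusted p = 0.42 from limma). *AC149222.1*, *Gm10754* and *Gm13156* were at 0 in all WT mice. They have 281, 315 and 321 nucleotides of exon. In *Ins2* AKITA mice they were at most 1.03 times the lowest nonzero FPKM of genes with the same exon length, themselves included. Very few fragments may therefore lie behind their values. In the opposite direction, the gene after the 4 called ones was *CT025673.1*, with 9.16, 8.03 and 11.7 FPKM in WT and 0 in both *Ins2* AKITA mice (adjusted p = 0.18 from limma). It has 299 nucleotides of exon and was at most 1.5 times the lowest such FPKM in WT mice, so the same limit holds.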

One gene, *Pin1*, was found to be upregulated in *Ins2*^*AKITA*^ mice, whereas the remaining 22 were downregulated. 

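Of the 22 genes that Table 1 lists as lower, 21 had a lower mean FPKM in *Ins2* AKITA than in WT mice. *Ins2* AKITA replicate 2 was below all WT mice for 21 of the 22 genes and *Ins2* AKITA replicate 1 for 4, namely *Sik1*, *Sema3g*, *Galntl2* and *Net1*. WT replicate 3 was the lowest WT mouse for 20 of the 22. None of them passed the threshold in limma. *Sema3g* (chromosome 14 from 32031046 to 32043536) had an FPKM of 17.5, 16.9 and 11.0 in WT and 9.05 and 5.77 in *Ins2* AKITA mice, a log2 fold change of -0.94 (standard error 0.32, adjusted p = 0.90 from limma). *Gata2* (chromosome 6 from 88143885 to 88157024) had 27.1, 20.0 and 12.3 FPKM in WT and 15.6 and 6.15 in *Ins2* AKITA mice, so that *Ins2* AKITA replicate 1 lay within the WT range. *Gm694* (chromosome 4 from 140988587 to 140992020) had 7.57, 16.7 and 5.18 FPKM in WT and 6.53 and 0 in *Ins2* AKITA mice. Its WT values correspond to an estimated 6.02, 15.0 and 10.1 fragments, and 3 fragments in *Ins2* AKITA replicate 2 would have given an FPKM of 3.43. *E2f6* (chromosome 12 from 16817771 to 16833549) varied within both genotypes, with 9.75, 421 and 13.0 FPKM in WT and 492 and 13.5 in *Ins2* AKITA mice, and its mean FPKM was higher in *Ins2* AKITA mice (log2 fold change 1.08, standard error 2.01, adjusted p = 0.95 from limma). *Txnip* was high in WT replicate 1 alone, with 114 FPKM against 28.8 and 24.8 in the other WT mice and 25.0 and 21.8 in the *Ins2* AKITA mice.

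**Figure D1:**
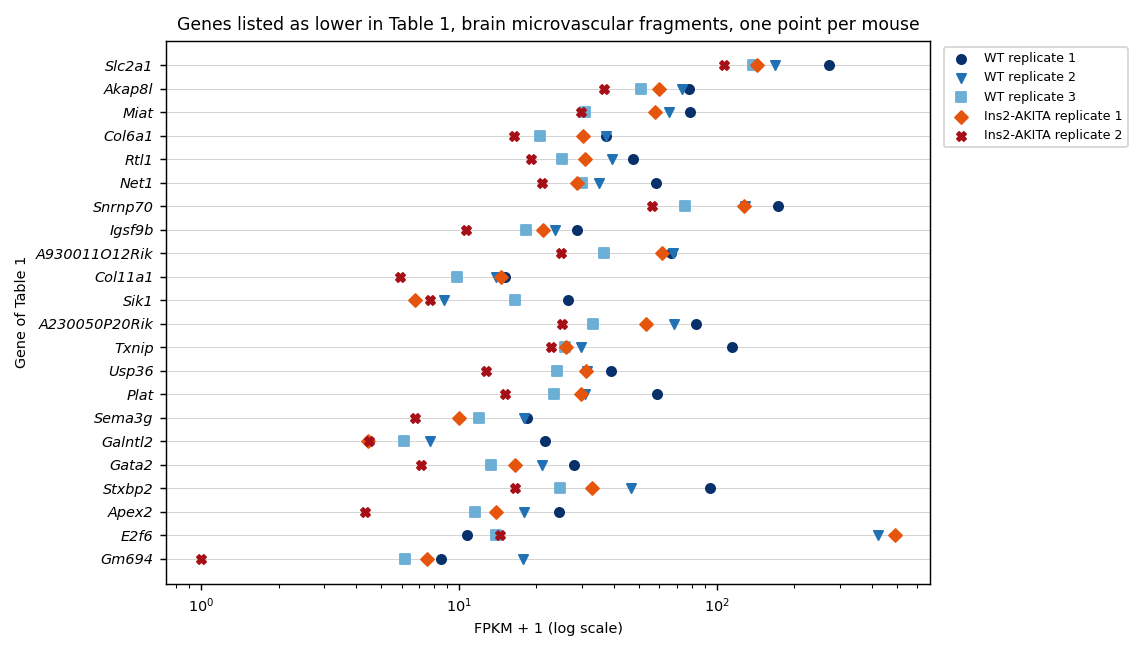
FPKM + 1 on a log scale for the 22 genes that Table 1 lists as lower, with 1 point per mouse (blue, 3 WT; orange and red, 2 *Ins2* AKITA). *Ins2* AKITA replicate 2 lies to the left of all WT mice for 21 of the 22 genes, and *Ins2* AKITA replicate 1 mostly lies among the WT mice.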

We checked the cellular origin of the 23 dysregulated genes according to the recently described molecular atlas of the mouse brain vasculature^13^. Only 4 genes were clearly associated with endothelial cell expression (Table 1), while the remaining 19 had a broad expression pattern spanning at least 2 different cell types. We did not find differentially regulated genes related to the tight junctions at the BBB, nor known genes mediating endothelium-pericyte interactions. 

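The paper does not list the genes it looked at here, so lists of 18 tight junction genes and 24 genes of endothelium-pericyte signaling and adhesion were written before the FPKM values were seen. Of these, 16 and 24 had a mean FPKM of at least 1. None passed the threshold of 0.05 in limma (smallest adjusted p = 0.90 in both lists), and 2 genes of each list had an unadjusted p under 0.05. The tight junction genes had a median log2 fold change of -0.13, with 11 lower and 5 higher in *Ins2* AKITA mice. This median was at percentile 15.2 of 10000 random gene lists matched on mean expression. Such a percentile compares genes within these 5 libraries and does not measure the spread between mice. The lowest log2 fold change was -0.81, for *Lsr* (standard error 0.30). *Cldn5* had 127, 174 and 76.0 FPKM in WT and 109 and 79.99 in *Ins2* AKITA mice, and *Ocln* had 31.7, 39.0 and 24.9 in WT and 26.1 and 25.3 in *Ins2* AKITA mice. For the endothelium-pericyte genes the median was -0.22, with 18 lower and 6 higher, at percentile 2.16 of the random lists. They ranged from -1.03 for *Angpt2* (standard error 0.38), with 4.62, 5.00 and 3.37 FPKM in WT and 2.08 and 1.17 in *Ins2* AKITA mice, to 0.61 for *Angpt1* (standard error 0.33). *Pdgfrb* had 17.0, 20.8 and 14.8 FPKM in WT and 19.3 and 15.0 in *Ins2* AKITA mice. Without *Ins2* AKITA replicate 2, the medians of the tight junction and endothelium-pericyte genes were 0.09 and 0.03.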

Of relevance for the hyperglycemic status of the *Ins2*^*AKITA*^ mice, *Slc2a1* (*Glut1*) was 1.8-fold downregulated in *Ins2*^*AKITA*^ (Table 1). 

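*Slc2a1* (ENSMUSG00000028645) lies on the plus strand of chromosome 4 of NCBIM37 from 118781316 to 118809935 and encodes the glucose transporter of the brain endothelium. Its FPKM was 273, 167 and 137 in WT replicates 1 to 3 and 143 and 105 in *Ins2* AKITA replicates 1 and 2. The means were 192 ± 71.7 (SD, n = 3) and 124 ± 26.4 (SD, n = 2), 1.55-fold lower in *Ins2* AKITA mice, a difference smaller than the spread of the WT mice. *Ins2* AKITA replicate 1 was above WT replicate 3. On the log2(FPKM + 1) scale the fold change was -0.58 (standard error 0.33, limma p = 0.13 before adjustment and 0.90 after, exact two-sided permutation p = 0.3). With the replicate number as a block, it was -0.79 (standard error 0.19, limma p = 0.022 before adjustment and 0.60 after, exact two-sided permutation p = 0.5 from swaps within the 2 pairs, the smallest it can be). The deviations from the genotype means had a mean correlation across genes of 0.0084 for same-numbered mice and -0.0042 for others; with 2 *Ins2* AKITA mice these deviations are exact opposites, so the check cannot show whether the numbers pair the mice. With each mouse left out in turn, the log2 fold change lay between -0.80 and -0.30, and it was 1.11 under the TPM scaling. Relative to the median of all genes, *Slc2a1* was at -0.55 with FPKM as deposited and at 0.043 under TPM. The latter comes from the 1 added before the logarithm: without it, for genes above 0 in all mice, *Slc2a1* was at -0.57 with either scaling, as TPM multiplies all values of a mouse by one factor. From the lower *Slc2a1* value, the paper concludes in its discussion that the gene is downregulated at the transcriptional level in the brain vasculature of hyperglycemic mice.

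**Figure D2:**
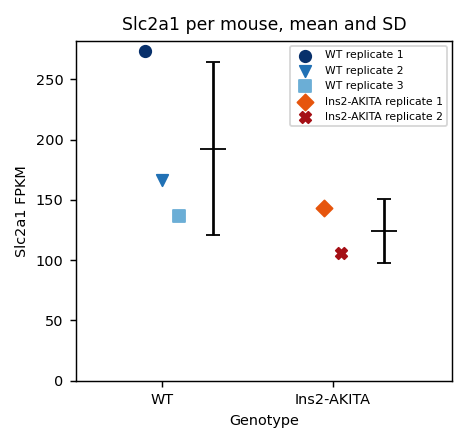
FPKM of *Slc2a1* in each mouse, with the mean and SD of each genotype beside the points. The *Ins2* AKITA mice, at 143 and 105, overlap the lowest WT mouse at 137.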

Immunohistochemistry analysis of SLC2A1 did not reveal an aberrant pattern of expression, however, a slightly weaker immunofluorescent staining was noticed in *Ins2*^*AKITA*^ as compared to WT (Fig. 4).

**Table 1:** RNA sequencing of microvascular fragments. Differentially expressed genes in *Ins2*^AKITA^ (n = 2) when compared to WT (n = 3) littermate controls. In the mouse brain, *Gata2, Sema3G, Slc2a1*, and *Gm694* displayed restricted endothelial expression.

Gene symbol	FPKM_WT	FPKM_Ins2^AKITA^	log2(Ins2^AKITA^/WT)	p_value
*Pin1*	9.54	21.42	1.17	5.00E-05
*Slc2a1*	191.65	105.16	−0.87	5.00E-05
*Akap8l*	66.40	35.47	−0.90	1.00E-04
*Miat*	57.07	28.77	−0.99	1.00E-04
*Col6a1*	30.61	15.40	−0.99	1.00E-04
*Rtl1*	36.01	18.07	−0.99	5.00E-05
*Net1*	40.09	20.02	−1.00	1.00E-04
*Snrnp70*	124.68	55.12	−1.18	5.00E-05
*Igsf9b*	22.51	9.66	−1.22	5.00E-05
*A930011O12Rik*	55.76	23.81	−1.23	5.00E-05
*Col11a1*	11.91	4.92	−1.28	5.00E-05
*Sik1*	16.27	6.69	−1.28	5.00E-05
*A230050P20Rik*	60.28	24.05	−1.33	5.00E-05
*Txnip*	55.65	21.76	−1.35	1.00E-04
*Usp36*	30.32	11.76	−1.37	5.00E-05
*Plat*	36.59	14.13	−1.37	5.00E-05
*Sema3g*	15.04	5.75	−1.39	5.00E-05
*Galntl2*	10.79	3.47	−1.64	1.00E-04
*Gata2*	19.73	6.13	−1.69	5.00E-05
*Stxbp2*	53.89	15.51	−1.80	5.00E-05
*Apex2*	16.89	3.32	−2.35	1.00E-04
*E2f6*	146.50	13.42	−3.45	5.00E-05
*Gm694*	9.75	0.00		5.00E-05

The rest of the genes had a broad expression pattern (FPKM, fragments per kilobase of exon per million reads mapped).

**Figure 4:**
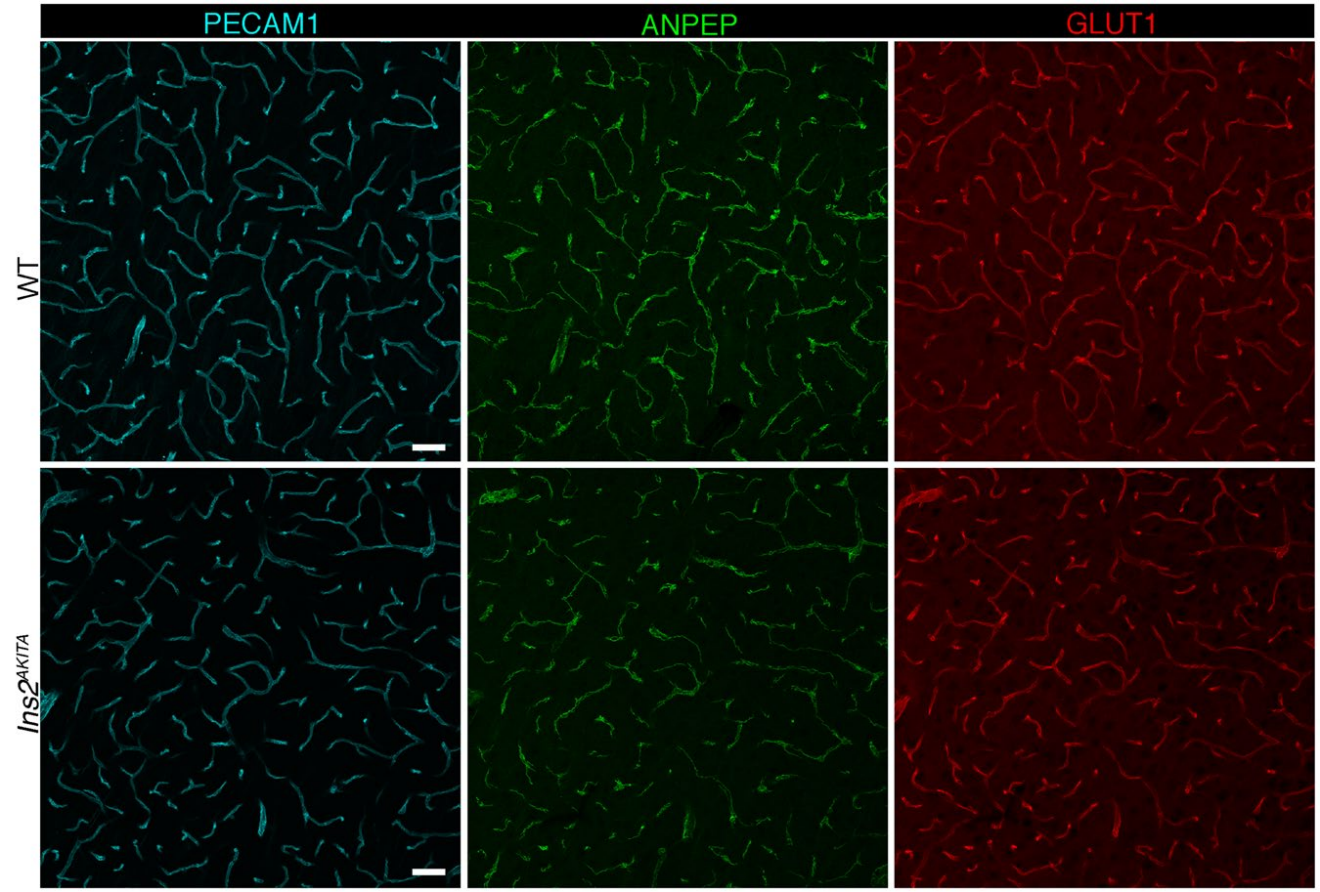
Representative image of immunostaining corresponding to the glucose transporter protein SLC2A1 (GLUT1) in 30 week-old *Ins2*^*AKITA*^ and WT cerebral cortex. Mural cells (ANPEP, green), glucose transporter 1 (GLUT1, red), endothelium (PECAM1, cyan). n = 2, scale bar 50 µm.

### Analysis of glial cells

Hyperglycemia has been reported to cause early morphological and gene expression changes in glial cells, particularly in astrocytes and microglia^26^. We analyzed astrocytes by GFAP immunostaining. Additionally, we measured *Gfap* mRNA expression in the cerebral cortex homogenates and from isolated brain microvasculature fragments. GFAP immunohistochemistry did not reveal any differences between *Ins2*^*AKITA*^ and WT brains (Fig. 5a). *Gfap* mRNA expression was found to be unchanged in *Ins2*^*AKITA*^ mice when compared to WT (Fig. 5b,c). We conclude that hyperglycemia does not cause major changes in astrocytic GFAP expression in the mouse brain.

**Figure 5:**
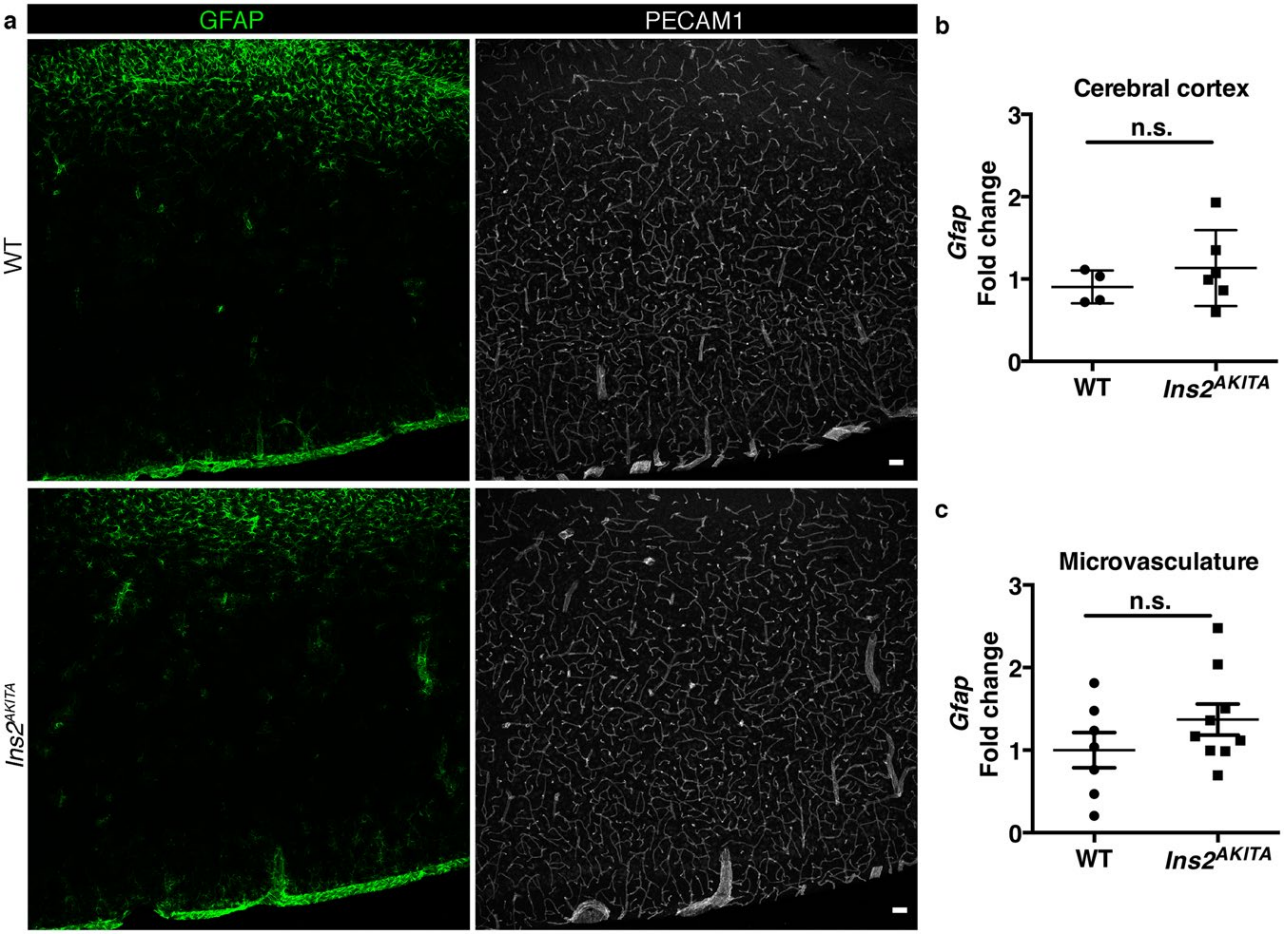
Characterization of reactive astrocytes in 26.5–32-week-old *Ins2*^*AKITA*^ and WT littermate controls. (**a**) Representative image of reactive astrocytes in *Ins2*^*AKITA*^ and WT cerebral cortex, astrocytes (GFAP, green), vasculature (PECAM1, white) (n = 5, scale bar 50 μm). (**b**) Total cerebral cortex *Gfap* mRNA expression in *Ins2*^*AKITA*^ (n = 6) and WT (n = 4) mice presented as fold change over *Hprt* reference gene expression. (**c**) *Gfap* mRNA expression from isolated cerebral microvascular fragments of *Ins2*^*AKITA*^ and WT mice presented as fold change over *Gapdh* reference gene (n = 7). n.s. = not significant, Student’s *t* test.

We then studied microglial cells by immunohistochemistry on brain sections from *Ins2*^*AKITA*^ and WT mice. AIF1^+^ immunoreactivity was readily detected (Fig. 6a), with no differences in AIF1^+^ cell numbers between *Ins2*^*AKITA*^ and WT mice (Fig. 6b). However, the morphology of the AIF1^+^ cells was remarkably different. In WT, the cell processes were long and highly ramified (Fig. 6a). In contrast, *Ins2*^*AKITA*^ AIF1^+^ cells had an apparent larger cell body and significantly shorter and less ramified processes (Fig. 6a,c). These morphological changes are consistent with the description of “activated” retinal microglia caused by hyperglycemia^23,26^.

**Figure 6:**
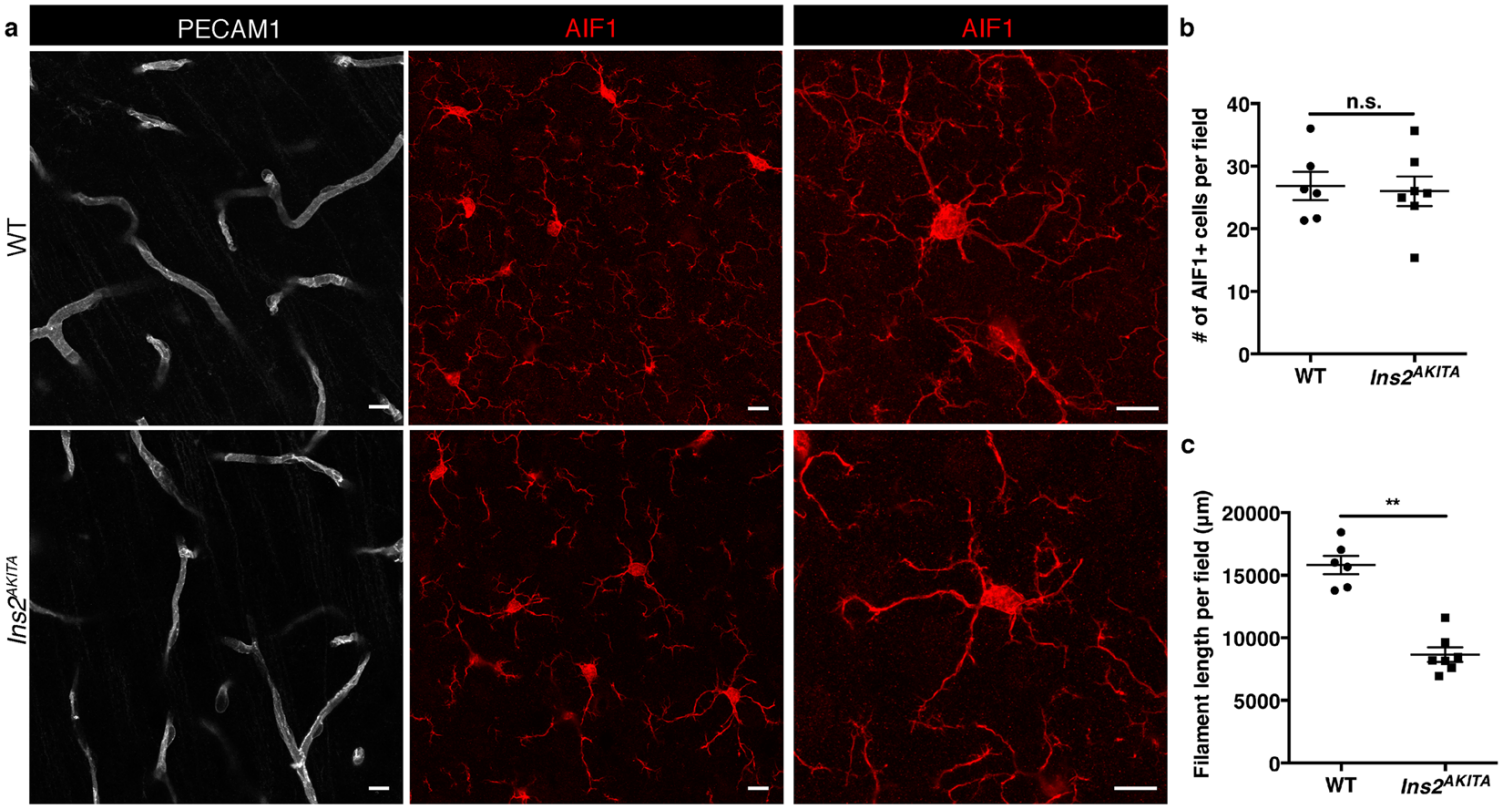
Characterization of microglia in 26.5–32 week-old *Ins2*^*AKITA*^ and WT littermate controls. (**a**) Representative images of microglia (AIF1, red) in *Ins2*^*AKITA*^ and WT cerebral cortex. Vasculature is stained with anti-PECAM1 antibody. Notice the fewer microglial processes in *Ins2*^*AKITA*^ cerebral cortex when compared to WT, scale bars 10 μm (n = 6). (**b**) Quantification of the number of AIF1 + microglia per field in WT and *Ins2*^*AKITA*^ cerebral cortex (n = 6), n.s. = not significant, student’s *t* test. (**c**) Quantification of the microglial filament length per field (μm) (n = 6), **p = 0.0012, student’s *t* test.

## Discussion

The question whether hyperglycemia causes BBB permeability has been addressed in numerous reports^6^. Unfortunately, however, differences in experimental design and divergent and sometimes contradictory results between studies preclude consistent conclusions. This is not entirely surprising, however. The extremely delicate BBB architecture *in vivo*, including important features such as blood flow and its metabolic regulation (neurovascular coupling), makes it impossible to extrapolate *in vitro* results to the *in vivo* scenario. Previous animal studies are also problematic, since they applied chemically induced hyperglycemia^7,8^. Although popular, this technique has problems with specificity^9,27–29^ and variability as it depends on administration route, dosage, and genetic background^10^.

The advent of genetic mouse models, such as the *Ins2*^*AKITA*^ mouse^11^, offers the opportunity of studying the effect of hyperglycemia without many of the above-mentioned confounding factors. To date, a few reports have addressed the role of hyperglycemia on the blood-retinal barrier (BRB) in *Ins2*^*AKITA*^ mouse. Two studies found early signs of retinopathy including pericyte loss and increased BRB permeability^21,30^. Subsequently, it was shown that the presence of the *rd8* mutation in the *Crb1* gene – causing retinal degeneration^31^ - might account for the previous observations of advanced retinal pathology^23^. To the best of our knowledge, no studies of the BBB structure and function in *Ins2*^*AKITA*^ mice have previously been reported.

In the present study, we aimed at evaluating hyperglycemia-induced BBB permeability by employing highly specific tools. Firstly, a range of well-established techniques for the study of BBB and neurovascular unit (NVU) integrity^12,13^, and secondly, a robust mouse model of hyperglycemia, the *Ins2*^*AKITA*^, were used. Our data clearly show that prolonged systemic hyperglycemia does not elicit BBB dysfunction and leakage in the mouse brain. Moreover, different cellular and molecular components at the NVU appear intact in *Ins2*^*AKITA*^ mice, such as endothelial cells, pericytes, astrocytes, and basement membrane. Based on our results and the Corem and Ben-Zvi (submitted), we propose that hyperglycemia-induced BBB leakage is likely negligible.

Transcriptional analysis of microvascular fragments comparing hyperglycemic animals and WT controls revealed *Slc2a1* to be 1.8-fold downregulated in brain vessel-fragments from *Ins2*^*AKITA*^ animals (Table 1). Analysis of glucose transport in the brains of human patients has been controversial, with methods employed differing from surrogate tissues for SLC2A1 expression in the brain^32^ to transient hyperglycemia conditions in healthy human beings^33^. Others have shown a decrease in glucose uptake in experimental non-obese DM animals^34^. Our study shows that *Slc2a1* is downregulated at the transcriptional level specifically in the hyperglycemic mouse brain vasculature. Of note, allelic disorders associated with *SLC2A1* mutations, glucose-deficiency syndrome, epilepsy, and dystonia, are associated with cognitive disability^35^. Thus, downregulation of SLC2A1 on brain blood vessels due to hyperglycemia could lead to metabolic changes in neural tissue leading to cognitive dysfunction especially after repeated hypoglycemic episodes.

Interestingly, the only gene that was found to be upregulated in *Ins2*^*AKITA*^ mice was *Pin1*, a phospho-serine/threonine-proline isomerase that has been implicated in cellular proliferation. *Pin1* has previously been reported to be upregulated in an *in vitro* model of hyperglycemia and in the aorta of streptozotocin-induced diabetic mice, resulting in mitochondrial oxidative stress, vascular relaxation dysfunction and vascular inflammation^36^. Thus, our results imply that even if hyperglycemia-induced upregulation of *Pin1* might cause similar stresses to the brain vasculature, these do not induce significant BBB disruption.

Our analysis of microglia showed that these cells change their morphology in *Ins2*^*AKITA*^ mice into a more amoeboid-like shape with shorter and thicker processes compared to the highly ramified process morphology seen in WT brains. Our findings are consistent with an “activated” microglial response. How the microglia is activated is unknown, but it has been suggested that hyperglycemia can potentially activate retinal microglia through a variety of molecular mechanisms^37^. Furthermore, it is hypothesized that permeability at the BRB contributes to the microglia activation^37^. Our results reveal the same morphological changes in the hyperglycemic mouse brain than these already reported in retinas^23^. Because the integrity of the BBB and NVU are preserved in the *Ins2*^*AKITA*^ mice, other microglial activating factors than BBB permeability should be considered.

The association between DM and different brain pathologies is an underexplored but emerging research area. BBB dysfunction is commonly found in conditions such as Alzheimer’s disease, and it is therefore tempting to speculate that hyperglycemia-induced BBB permeability is the underlying mechanism of brain pathology in human DM patients^14^. However, even the most prevalent microvascular DM complications, such as retinopathy or nephropathy, do not affect all DM patients^38^. Beyond hyperglycemia, other DM features, such as hyperglycemia/hypoglycemia cycles, dyslipidemia, or genetic susceptibility should be considered as possible causal factors for these pathologies. Our results presented herein show that hyperglycemia has minor, if any, effect on BBB permeability, and therefore fails to support increased BBB leakage as an underlying cause of DM-related brain pathologies.

## Data Availability

The dataset generated and analyzed during the current study is available in NCBI GEO, accession number GSE113919 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE113919).

How the deposited data were processed for this re-analysis (not part of the article)

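RNA from brain microvascular fragments of 3 WT and 2 *Ins2* AKITA male mice was sequenced, with 1 library per mouse and no pooling of replicates. The authors depleted ribosomal RNA, prepared stranded total RNA libraries, mapped the reads to NCBIM37 with TopHat2, removed duplicated reads with Picard and tested with Cufflinks. The deposited values are FPKM per gene and mouse. The paper's text does not name the program that made the values of single mice or the Ensembl release. Removing duplicates can lower the values of highly expressed short genes, and the division by length can raise the values of genes shorter than a sequenced fragment.

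Identifiers were matched to the GENCODE vM1 annotation of NCBIM37, which held 37197 of the identifiers; 785 were not matched and kept their identifier. Summing rows with a shared symbol left 34615 symbols. Of these, 16286 had a mean FPKM of at least 1 and were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 1), with genotype as the only factor, a two-sided test and Benjamini-Hochberg adjustment at 0.05. Python 3.11.15 with numpy, pandas and scipy was used for all other steps. Exact permutation tests compared the absolute difference of the group means over all 10 splits of the 5 mice, so that p could not fall below 0.1. Gene lists were compared with 10000 random lists drawn from the same 20 bins of mean expression. The resulting percentiles describe these 5 libraries. They compare genes with genes and not mice with mice, and genes of a list may vary together.

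The number of fragments per mouse, between 1118568 and 2873563, was estimated from the step between low FPKM values and the annotated exon lengths. It limits what can be seen in low genes: for *Gm694*, 3 fragments correspond to an FPKM between 1.54 and 3.91 depending on the mouse. Such floors cover counting error only. Mice were numbered by replicate in the labels of both genotypes. The paper calls the WT mice littermate controls without naming pairs, so the replicate number was not used as a block, and a fit with the block was run as an alternative. In that fit WT replicate 3 has no partner and does not add to the genotype difference.

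The fit was tested on simulated data with the gene means and variances of these mice, in which 200 of 16286 genes were changed by 2 on the log2 scale in 20 simulations. In the simulated data it recovered 50.2% of the changed genes, and 5.72% of its calls were unchanged genes. With no gene changed it called 0.6 genes on average. Splits of the real mice other than by genotype gave between 2 and 11 genes past the adjusted p threshold. The simulated rates therefore describe the simulated data and cannot be taken as the error rate of the calls in these mice.

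The alternatives were a pseudocount of 0.1, no filter, a filter at a mean FPKM of 5, TPM, median-ratio scaling, quantile normalization, a constant prior variance, the replicate block, a correction for GC content (loess, span 0.5), both together, the highest row per symbol in place of the sum, and each mouse left out in turn; for the direction of the Table 1 genes, geometric means were used as well. All were chosen before the data were examined. A fit on protein-coding genes, and log2 values without the added 1 for genes above 0 in all mice, were added after the values had been seen. Leaving out an *Ins2* AKITA mouse leaves 1 mouse of that genotype, so only fold changes are given there. The genes named were chosen from those of Table 1, those the paper names elsewhere, the extremes of the gene lists, and the 5 genes per direction with the smallest limma p outside Table 1 whose *Ins2* AKITA values lie both above or both below all WT values. The quantitative PCR, immunohistochemistry and tracer experiments were not analysed here. Single genes of Table 1 and of the tight junction list are in part not reported here.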

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

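The counts of genes past an adjusted p of 0.05 among the Table 1, tight junction and endothelium-pericyte genes were 0 under every alternative that gives a test, beside 2 genes of each list at an unadjusted p under 0.05 with the FPKM as deposited. The fit with the replicate block gave 5 genes lower and 0 higher. Of the 4 genes called without it, *Snora47* and *SNORA13* stayed past the threshold (adjusted p = 0.035 and 0.023 from limma), and *Gm14889* and *Gm17592* did not (0.52 and 0.53). With one WT mouse left out, *Snora47* stayed past the threshold each time, *SNORA13* without WT replicate 3 alone, and *Gm14889* and *Gm17592* never. With the replicate block the log2 fold change of *Slc2a1* was -0.79. At an unadjusted p under 0.05 the block fit gave 1249 genes, 10 of them in Table 1, against 726 and 2 without the block. With the block and the GC correction these were 1222 and 11. TPM gave 1913 genes at this threshold, 1808 higher and 105 lower, the reverse of the balance with FPKM as deposited. Without WT replicate 1, 2 or 3 there were 597, 507 and 1402 genes. Of the 1402 genes, 494 were higher and 908 lower. Leaving out TPM, *Slc2a1* stayed between -0.80 and -0.30 across all alternatives.

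The number of genes higher in *Ins2* AKITA mice (0) became 58 with TPM and 1 with a constant prior. The number lower (4) became 30 with TPM, and 2 with no filter, with the filter at 5 or with a constant prior. Restricted to protein-coding genes, a choice made after seeing the values, it was 1. Across the fits that each left out one mouse, the number higher ranged from 0 to 1 and the number lower from 2 to 6. The number of Table 1 genes changed in the paper's direction (22) became 2 with TPM and ranged from 19 to 23 with one mouse left out. The medians ranged from -0.35 to 0.09 for the tight junction genes and from -0.29 to 0.03 for the endothelium-pericyte genes with one mouse left out.

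TPM shifted the median log2 fold change of all genes from -0.03 to 1.07, because small RNA and ribosomal RNA genes make up a different share of the FPKM sum in each mouse. Under it the medians of the tight junction and endothelium-pericyte genes were 1.03 and 1.05. TPM multiplies all values of a mouse by one factor, so genes change relative to each other under it through the 1 added before the logarithm alone. These log2 fold changes also became positive: *Slc2a1* 1.11, *Akap8l* 1.11, *Miat* 1.22, *Col6a1* 1.05, *Rtl1* 0.98, *Net1* 0.88, *Snrnp70* 1.18, *Igsf9b* 0.83, *A930011O12Rik* 1.11, *Col11a1* 0.80, *Sik1* 0.29, *A230050P20Rik* 0.97, *Txnip* 0.71, *Usp36* 0.88, *Plat* 0.83, *Sema3g* 0.47, *Galntl2* 0.20, *Gata2* 0.58, *Stxbp2* 0.58, *Apex2* 0.29, *Pdgfrb* 1.32, *Des* 0.80, *Vtn* 1.16, *Pecam1* 1.21, *Hprt* 1.36, *Lsr* 0.70 and *Angpt2* 0.076.

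Other reversals concern genes near 0, genes for which the *Ins2* AKITA mice differ, and *Aif1*, whose sign turns on WT replicate 1 (1.91 FPKM against 8.51 and 8.44 in the other WT mice and 6.93 and 6.34 in *Ins2* AKITA mice). Their cause was not tested. *Pdgfrb* (-0.02) became 0.0014 with median-ratio scaling, 0.023 with quantile normalization and 0.045 with the GC correction. *Rgs5* (0.01) became -0.052 with quantile normalization, -0.035 with the replicate block, -0.12 with the GC correction and -0.19 with both. With one mouse left out, the ranges were -0.20 to 0.15 for *Pdgfrb*, -0.15 to 0.17 for *Rgs5*, -0.31 to 0.54 for *Aif1*, -0.18 to 0.30 for *Gapdh*, -0.34 to 0.21 for *Hprt*, -0.86 to 0.096 for *Miat*, -1.08 to 0.10 for *Snrnp70*, -1.14 to 0.17 for *A930011O12Rik*, -1.10 to 0.19 for *Col11a1*, -1.27 to 0.0091 for *Usp36* and -1.46 to 3.63 for *E2f6*. Among the named single genes, 679 results were the same, 49 reversed, 16 moved by more than the replicate spread with an *Ins2* AKITA mouse left out, 20 lost and 4 gained significance.

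The depth of 1118568 to 2873563 fragments per mouse limits what can be seen in short genes, among them the 4 genes called.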

Differences from the paper's values

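The paper reports 23 significantly changed genes, 1 upregulated and 22 downregulated. Here limma gave 4, with 0 higher and 4 lower. None of the alternatives set before the data were examined brought the total within 1.5 times the paper's. The number higher was 1, as in the paper, with a constant prior and without WT replicate 1, but the genes counted there are not in Table 1. The number lower was 30 with TPM, within 1.5 times the paper's 22.

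The other differences concern single genes of Table 1, and without *Ins2* AKITA replicate 1 every one of them closed. A log2 ratio counted as closed when it came within the replicate spread of the paper's value, which need not mean near it. For *Gm694* the mean FPKM in *Ins2* AKITA mice was 3.26 against the paper's 0.00, and 0 in *Ins2* AKITA replicate 2 alone. The log2 ratio of mean FPKM was -0.50 for *Akap8l* against the paper's -0.90, and -0.91 without *Ins2* AKITA replicate 1; it was also within the replicate spread of the paper's value with geometric means (-0.51) and without WT replicate 3 (-0.67). For *Snrnp70* it was -0.46 against the paper's -1.18, and -1.18 without *Ins2* AKITA replicate 1. For *Igsf9b* it was -0.59 against the paper's -1.22, and -1.22 without *Ins2* AKITA replicate 1. For *A930011O12Rik* it was -0.41 against the paper's -1.23, and -1.23 without *Ins2* AKITA replicate 1. For *Gata2* it was -0.87 against the paper's -1.69, and -1.69 without *Ins2* AKITA replicate 1. Without WT replicate 3 these ratios were -0.72, -0.76, -0.65 and -1.12, and with geometric means *Snrnp70* was at -0.49. Those values lie within the replicate spread of the paper's but remain well short of them. For *Col11a1* (-0.37 against the paper's -1.28), *Usp36* (-0.54 against the paper's -1.37) and *Apex2* (-1.06 against the paper's -2.35), leaving out *Ins2* AKITA replicate 1 was the one alternative that closed the gap, with -1.28, -1.37 and -2.35.

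*E2f6* had a log2 ratio of 0.77, opposite in sign to the paper's -3.45, and -3.46 without *Ins2* AKITA replicate 1; no other alternative closed this gap. The paper lists it as downregulated. *Slc2a1* was 1.55-fold lower against the paper's 1.8-fold, a gap within the limits used here, and 1.82-fold lower without *Ins2* AKITA replicate 1.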

Other observations

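The tests of single-mouse values, of the order of the WT mice, of endothelial RNA, of blood markers, of short genes and of short transcripts were chosen after the results had been seen; the others were set before.

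The *Ins2* AKITA FPKM column of Table 1 was compared with the mean FPKM of every combination of the 5 mice. For 23 of the 23 genes the column lay within 1% of the FPKM of *Ins2* AKITA replicate 2 alone, with a ratio of 0.996 to 0.997; the next best combination reached 1 gene. The WT column lay within 1% of the mean of all 3 WT mice for 22 of the 23 genes. Table 1 names 2 *Ins2* AKITA mice. The values are consistent with an *Ins2* AKITA column that holds replicate 2 alone. Whether the tests behind Table 1 also used that mouse alone cannot be read from FPKM values, and a labelling of the mice that differs between the table and the deposited values was not tested.

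This bears on how many mice show the change of the 22 lowered genes. *Ins2* AKITA replicate 1 was below all WT mice for 4 of them and *Ins2* AKITA replicate 2 for 21. The median log2 ratio to the WT mean was -0.31 in replicate 1 and -1.28 in replicate 2. WT replicate 3 was the lowest WT mouse for 20 of the 22 genes, against a median of 8 in 10000 random lists matched on expression (permutation p = 0.0001, the smallest these lists can give), and *Ins2* AKITA replicate 1 was above WT replicate 3 for all but 4. The 22 genes were found in these same mice. Random lists compare genes and not mice, here and in the percentiles below. Among protein-coding genes the first principal component (38.6% of the variance) ordered the mice as WT replicate 1 (0.70), WT replicate 2 (0.27), *Ins2* AKITA replicate 1 (-0.14), WT replicate 3 (-0.25) and *Ins2* AKITA replicate 2 (-0.59). A candidate explanation is variation between libraries that WT replicate 3 and *Ins2* AKITA replicate 2 share, of which the small RNA share of the FPKM sum (58.0% and 40.6% against 89.6% to 96.7%) is another sign. Nuclear-retained RNAs without *Miat* had a median log2 fold change at percentile 3.88 of random lists, so less nuclear RNA may contribute; relative to the mean of the 5 mice, their medians per mouse were 0.59, 0.37 and -0.53 in WT and 0.15 and -0.56 in *Ins2* AKITA mice. *Malat1* had 2260, 1880 and 756 FPKM in WT and 1757 and 949 in *Ins2* AKITA mice. All 5 blood markers, mostly hemoglobin genes, were lower in *Ins2* AKITA mice, with a median log2 fold change of -1.09 at percentile 0.07. On the same scale their medians per mouse were 0.63, 0.65 and -0.13 in WT and 0.099 and -1.42 in *Ins2* AKITA mice, against 0.72, 0.35 and -0.24 and 0.10 and -0.88 for the 22 genes, so fewer blood cells may contribute. This does not show that the 22 genes are expressed in blood cells. Immediate early genes were lower in both *Ins2* AKITA mice, at percentile 0.19. With medians of 0.25 in WT replicate 3 and -0.24 in *Ins2* AKITA replicate 1 they did not follow the order of the 22 genes. A different response during dissociation therefore does not account for that order. Whether it contributes to single genes among the 22 was not tested. GC correction moved the median of the 22 genes from -0.64 to -0.56 and kept 102% of the median absolute log2 fold change of the Table 1 genes, which is the value of a single gene; GC content therefore accounts for a part of the pattern at most. The median of all genes was -0.035 with FPKM as deposited. Relative to it the 22 genes were at -0.604, and at -0.601 with median-ratio scaling. Under TPM they were at -0.22, but without the 1 added before the logarithm they were at -0.64 with either scaling. A factor per mouse therefore does not account for their difference from the other genes. No list of neuron, astrocyte, oligodendrocyte or microglia markers was lower in *Ins2* AKITA mice (lowest percentile 62.6). A biological cause cannot be told apart from the explanations that remain.

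In the other direction, 11 of 12 astrocyte markers were higher in *Ins2* AKITA mice, with a median log2 fold change of 0.38 at percentile 99.99. Relative to the mean of the 5 mice, their medians per mouse were -0.27, -0.31 and 0.070 in WT and 0.076 and 0.43 in *Ins2* AKITA mice. For this list *Ins2* AKITA replicate 1 was thus close to WT replicate 3. Of the 18 endothelial markers, 16 were lower, with a median of -0.41. None of the 10000 random lists reached this median, which again compares genes and not mice. All 6 smooth muscle markers were lower (median -0.60, percentile 0.04). Their medians per mouse were 0.15, 0.23 and 0.23 in WT and -0.18 and -0.51 in *Ins2* AKITA mice, relative to the mean of the 5 mice. Both *Ins2* AKITA mice were thus below all WT mice in this median. Of 13 pericyte markers, 9 were lower (median -0.25, percentile 6.34). The pericyte median was -0.46 without *Ins2* AKITA replicate 1 and -0.021 without *Ins2* AKITA replicate 2. Relative to the median of all genes, the endothelial list was at -0.37 with FPKM as deposited and at 0.12 with TPM, a flip due to the added 1, since without it the list was at -0.39 with either scaling. The smooth muscle list was at -0.57 and -0.045, and at -0.59 without the added 1, and the astrocyte list at 0.42 and 0.99, and at 0.40 without it. *Slc2a1*, at -0.58, lay within the range of the endothelial markers, 2 of which were at or below it. Relative to the mean of the 5 mice, the endothelial medians per mouse were 0.00089, 0.55 and -0.060 in WT and -0.054 and -0.34 in *Ins2* AKITA mice, so *Ins2* AKITA replicate 1 was close to WT replicates 1 and 3, and the difference rests mostly on WT replicate 2 and *Ins2* AKITA replicate 2. *Slc2a1* was highest in WT replicate 1 (273 FPKM against 167 in WT replicate 2) and so did not follow this order. A smaller share of endothelial RNA in the *Ins2* AKITA samples therefore does not account for the *Slc2a1* values of all mice, and the FPKM values cannot tell such a share apart from lower expression of endothelial genes.

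Of all 10 splits of the 5 mice into 3 and 2, 7 gave at least 4 genes past an adjusted p of 0.05 and 4 gave at least 726 genes at an unadjusted p under 0.05, the real split included. The split that set WT replicates 1 and 2 apart gave 2050 genes, and that of WT replicate 3 with *Ins2* AKITA replicate 2 gave 1779. Of the 4 splits that part both same-numbered pairs, the real one included, all 4 gave at least as many genes past an adjusted p of 0.05. At an unadjusted p under 0.05, 2 of these 4 gave at least as many. The remaining splits leave a pair together. Other splits thus often gave as many genes as the real one, so chance cannot be excluded. With 10 splits no share could have fallen below 0.1 in any case.

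The 4 genes past the threshold have 133 to 228 nucleotides of exon, where few fragments may give a large FPKM. Divided by the lowest nonzero FPKM of genes with the same exon length, their highest value was 3.04 (*SNORA13* in WT replicate 2). *Gm14889* was at 2 times the lowest value in all WT mice, which points to few fragments. *Snora47* and *Gm17592* were themselves the lowest in all WT mice, which fixes the ratio at 1. The lowest value need not stand for 1 fragment. Small numbers of fragments are therefore likely for these genes, but the exact numbers could not be settled.

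*E2f6* changed 43.2-fold between WT replicates 2 and 1. Its annotation includes a transcript of 143 nucleotides, which may receive a very large FPKM from few fragments. Among protein-coding genes with more than 1000 nucleotides of exon, a jump of at least 10-fold between mice occurred in 13 of 364 genes with a transcript of at most 250 nucleotides and in 47 of 12893 others (odds ratio 10.1, Fisher's exact test, p = 6.6e-09). With a 16-fold jump and a mean FPKM of at least 5 it was 4 of 300 against 10 of 9763 (odds ratio 13.2, Fisher's exact test, p = 0.00061). The test shows that such jumps go with short transcripts, not that this holds for *E2f6* itself.

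The RNA sequencing also covers genes that the paper measured by other methods. *Pdgfrb* had a log2 fold change of -0.02 (standard error 0.24), *Rgs5* of 0.01 (standard error 0.21) and *Gfap* of 0.40 (standard error 0.22, adjusted p = 0.90 from limma). *Gfap* had 126, 114 and 159 FPKM in WT and 156 and 194 in *Ins2* AKITA mice. *Anpep*, *Des*, *Vtn*, *Lama2* and *Pecam1* had log2 fold changes of 0.18, -0.44, -0.47, 0.18 and -0.43. *Aif1* was at 0.25, *Gapdh* at 0.06 and *Hprt* at -0.06. *Ins2* was at 0 FPKM in all mice but WT replicate 3 (1.51).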
